A study of Mus musculus with 22 samples.

How the data were processed

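RNA sequencing was done on 22 libraries from 11 mice that carried a Th-cre transgene and a Slc6a2-eGFP/Rpl10a transgene, which puts a green fluorescent tag on a ribosomal protein in noradrenergic cells. The tag lets ribosomes of those cells, with the RNA on them, be immunoprecipitated. Each animal gave an immunoprecipitated library (IP) and a library of the RNA before the immunoprecipitation (input). Per the labels, 5 animals were infused with hTyr, the human form of the pigment enzyme tyrosinase, and 6 with the fluorescent protein EYFP as control. The groups are hTyr IP, EYFP IP, hTyr input and EYFP input. The pairing of IP and input within an animal comes from the animal number in the sample titles.

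Per the labels, a service company made the libraries. The authors deposited a single table of log2 values for 12596 genes and 22 libraries, which its name describes as filtered, normalized and log transformed. The labels and the table do not name the aligner, the counting tool, the genome build, the annotation, the filter or the normalization method, so no coordinates are given. The values were tested to find their unit. The deposited log2 values are CPM (read counts scaled to an effective library size), with a pseudocount that averaged 2 reads over the libraries. The back-transformed values summed to between 972556 and 1040933 per library, and 100% of the values came out as whole reads, with a lowest value of -3.21 on the log2 scale. The recovery was tested on simulated counts, of which 100% came back exactly. It gives the depth of each library as reads in the filtered table, from 12654489 to 25100142 reads, while reads outside the table are unknown. The reads have no molecular identifiers, so read totals speak only of counting error.

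Genes were tested on the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All adjusted p-values for genes are from limma with this adjustment. The comparisons were hTyr against EYFP in the 11 IP libraries, the same in the 11 input libraries, IP against input in the 12 EYFP libraries and in the 10 hTyr libraries, and the difference between the hTyr effect in IP and that in input (the interaction) over the 22 libraries. Gene sets were tested with camera in limma at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 29 sets tested of the 31 written. A set needed at least 3 genes in the table, and this minimum was chosen after the table was seen. Scores are the mean log2 CPM over a set's genes in a library, with 15 noradrenergic genes and 43 glial genes (oligodendrocyte, astrocyte and microglia). They were compared by exact two-sided permutation tests over the 462 splits of 11 animals into 5 and 6, whose smallest possible p is 0.00216.

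The groups, tests, gene sets, list of noradrenergic genes and the rule for naming genes were fixed before the data were examined. In each gene comparison the rule names, among genes past the threshold whose groups do not overlap, up to 5 with the largest rise and up to 5 with the largest fall, symbols only. It also names the noradrenergic genes Th, Dbh, Slc6a2, Slc18a2, Ddc, Gch1, Phox2a and Gal whatever their values. Tyr was on that list too but is not analysed here, since the table has no such gene, and other genes of that list are not used here. Gene sets past the threshold are all named. Tests on simulated data with 200 of 12596 genes changed called 100% of 4-fold and 94% of 2-fold changes. Unchanged genes made up 4.90% of those calls, and there were 0 calls when no gene was changed.

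Alternatives fixed before the data were examined were no trend in the prior variance, quantile normalization, median centring, a filter on mean expression that keeps the upper 75% of genes, a pseudocount of 5 CPM, sample quality weights, an absolute log2 change of at least 1, a shared spread over all libraries, the replicate block, the glial score as a covariate, camera with estimated correlations, the rotation test fry, the median in place of the mean of a score, and leaving out each animal. Alternatives chosen after the data were seen were voom in limma on the recovered reads, covariates for total reads, 4 Y-linked genes and the noradrenergic score, thinning of reads to the lowest depth, removal of each library's trend on transcript length and GC content (loess, span 0.4), the same removal together with the replicate block, the replicate block for gene sets, and exact permutation of each set's mean. Lengths and GC content came from a mouse annotation matched by symbol or older symbol, with a value for 12376 genes (98.3%). Figures were drawn with Python 3.11.15.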

Results

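The table held log2 CPM values for 12596 genes in 4 groups of libraries, with 5 animals in each hTyr group and 6 in each EYFP group. Depth averaged 15559914 ± 2625711 reads in hTyr IP (SD, n = 5; range 12654489 to 19043798) and 17644090 ± 1717589 in EYFP IP (SD, n = 6; range 15680491 to 20368032). In input it averaged 21184497 ± 2750952 reads in hTyr (SD, n = 5; range 18771136 to 25100142) and 19215701 ± 1807221 in EYFP (SD, n = 6; range 16988860 to 21480570). The treatments differed in depth by -2084176 reads in IP (exact permutation p = 0.147) and by 1968796 in input (exact permutation p = 0.197). Between 0 and 10 genes per library had fewer than 10 reads, and the 10 most abundant genes took 3.15% to 10.29% of a library's reads. Pearson's r between libraries of a group, across genes, lay between 0.963 and 0.991. Genes are not independent replicates, so these r values are descriptions. The labels give no sequencing batch or date. Tyr, the mouse counterpart of the infused gene, is not in the table and was not analysed here.

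IP against input in each treatment asks which RNAs the immunoprecipitation enriched. In EYFP animals 7123 genes passed the threshold of 0.05 for the adjusted p, 3587 higher and 3536 lower in IP. Of these, 385 were higher and 62 lower by at least 1 on the log2 scale, and that minimum, which leaves 447 genes, moved the count more than the other alternatives did. In hTyr animals 6853 genes passed, 3454 higher and 3399 lower, with 684 higher and 138 lower by at least 1. Both treatments shared 5830 of these genes, 5826 of them in the same direction, and the log2 changes of all genes had an r of 0.950 across genes. The same animal number tied IP and input libraries together. Deviations from the group means correlated with a mean r of 0.448 (range 0.279 to 0.626, n = 11 animals) within an animal and -0.10 between animals. Taking deviations from the group means pulls the value between animals below 0, so it is no separate evidence. With the animal number as a replicate block 8133 genes passed in EYFP animals, 7113 of them shared with the fit without the block, and 7440 passed in hTyr animals, 6834 of them shared.

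Noradrenergic genes were among the genes with the largest rises. Gm39813 and Gm40600, outside the naming rule and chosen after their values were seen, rose further, by at least 5.22 and 5.08 over the 11 animals when input is set against a floor of 3 reads. In EYFP animals Dbh stood at 7.26 ± 0.53 log2 CPM in IP and 3.24 ± 0.27 in input (SD, n = 6), a rise of 4.02 (SE 0.20, adjusted p = 2.94e-09). Slc6a2 rose by 3.94, Phox2a by 3.49, Gal by 3.10 and Calcr by 2.42. Under the naming rule the largest falls in IP were those of Ppp1r3e (-1.56), Kmt2d (-1.46), Uhmk1 (-1.45), Stard9 (-1.38) and Shank1 (-1.37). In hTyr animals Slc6a2 rose from 2.12 ± 0.17 in input to 6.59 ± 0.64 in IP (SD, n = 5), by 4.47 (SE 0.22, adjusted p = 1.62e-09). Dbh rose by 4.30, Phox2a by 3.82, Gal by 3.22 and Th by 2.78. Under the rule the largest falls there were those of Malat1 (-1.86), Kmt2d (-1.57), Mir124a-1hg (-1.55), Gpr26 (-1.53) and Stard9 (-1.51). In both treatments the listed genes Th, Slc18a2, Ddc and Gch1 also passed the threshold, all higher in IP.

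hTyr against EYFP in IP asks what the infusion changed in the immunoprecipitated RNA, which is enriched for noradrenergic genes but also holds RNA of other cells. The threshold was passed by 7 genes, 7 higher and 0 lower in hTyr. At an unadjusted p under 0.05 there were 780 genes, 363 higher and 417 lower. Hmox1 stood at 4.92 ± 0.70 log2 CPM in hTyr (SD, n = 5; 274 to 1144 reads) and 3.20 ± 0.07 in EYFP (SD, n = 6; 142 to 190 reads), a rise of 1.73 (SE 0.23, adjusted p = 0.00566). Sdf2l1 stood at 5.99 ± 0.48 against 4.55 ± 0.28, a rise of 1.44 (SE 0.19, adjusted p = 0.00566). Cdkn1a rose from 4.43 ± 0.36 to 5.70 ± 0.34, by 1.27 (SE 0.17, adjusted p = 0.00566). Atf3 rose by 1.54 (SE 0.25) and Ddit3 by 1.14 (SE 0.19), each with an adjusted p of 0.0287. The other 2 genes, Tnfrsf12a (1.03) and Dnajb9 (0.57), also had an adjusted p of 0.0287. They fall outside the naming rule and were chosen after their values were seen. For each of the 7 genes the lowest hTyr IP library lay above the highest EYFP IP library. The count moved most with one spread shared over all 22 libraries, to 14 genes, and with total reads as a covariate, to 3 genes. These 3 were Hmox1, Sdf2l1 and Cdkn1a, each at an adjusted p of 0.0495.

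**Figure D1:**
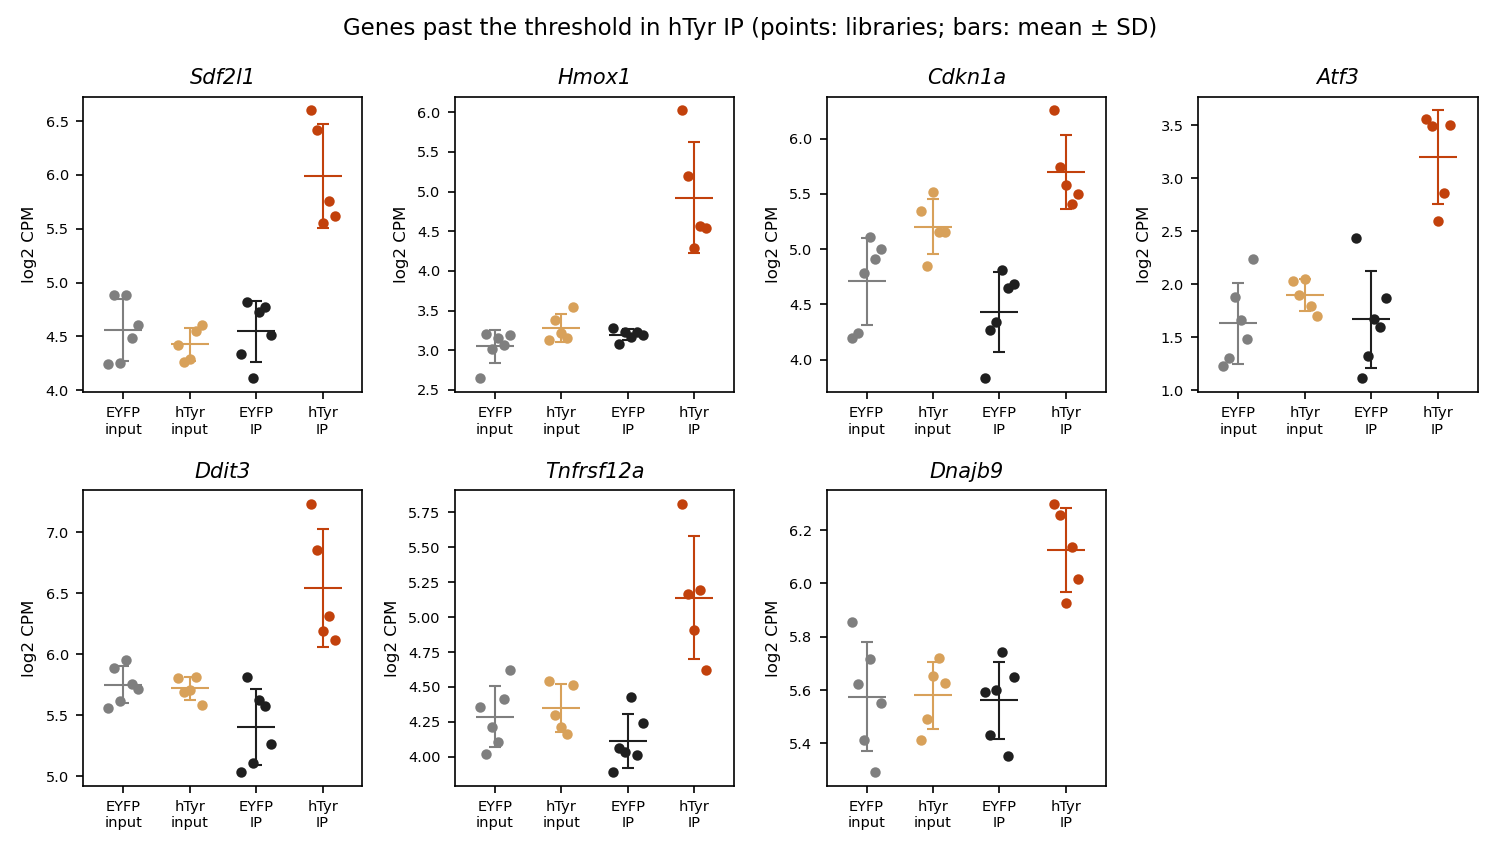
Log2 CPM of the 7 genes past the threshold in hTyr IP, with a point per library (n = 5 hTyr, n = 6 EYFP) and bars for the mean and SD of each group. In IP the hTyr libraries sit above all EYFP libraries, as with Sdf2l1 at 5.55 to 6.60 against 4.11 to 4.82, while in input the treatments overlap.

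The 8 listed noradrenergic genes used here were compared in IP as well, 7 of them higher and 1 lower in hTyr. None of them passed over all genes, with 0 of 8, while 2 of 8 passed when the adjustment covered the list alone. Th was higher by 0.99 (SE 0.28, adjusted p over the list = 0.0211, over all genes = 0.533) and Gch1 by 0.72 (SE 0.25, adjusted p over the list = 0.0479, over all genes = 0.754). At an unadjusted p under 0.05 there were also 2 of these genes. Slc6a2 was lower by a log2 change of -0.39 (SE 0.25, adjusted p over all genes = 0.854), Dbh was almost level at 0.04 (SE 0.27), and Slc18a2, Ddc, Phox2a and Gal were higher by 0.26 to 0.50. The change of Dbh turned negative with total reads as a covariate (-0.08). With the noradrenergic score as a covariate, which contains the genes themselves, Slc6a2 (-0.77) and Th (0.53) passed over all genes (adjusted p = 0.0254 for each).

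**Figure D2:**
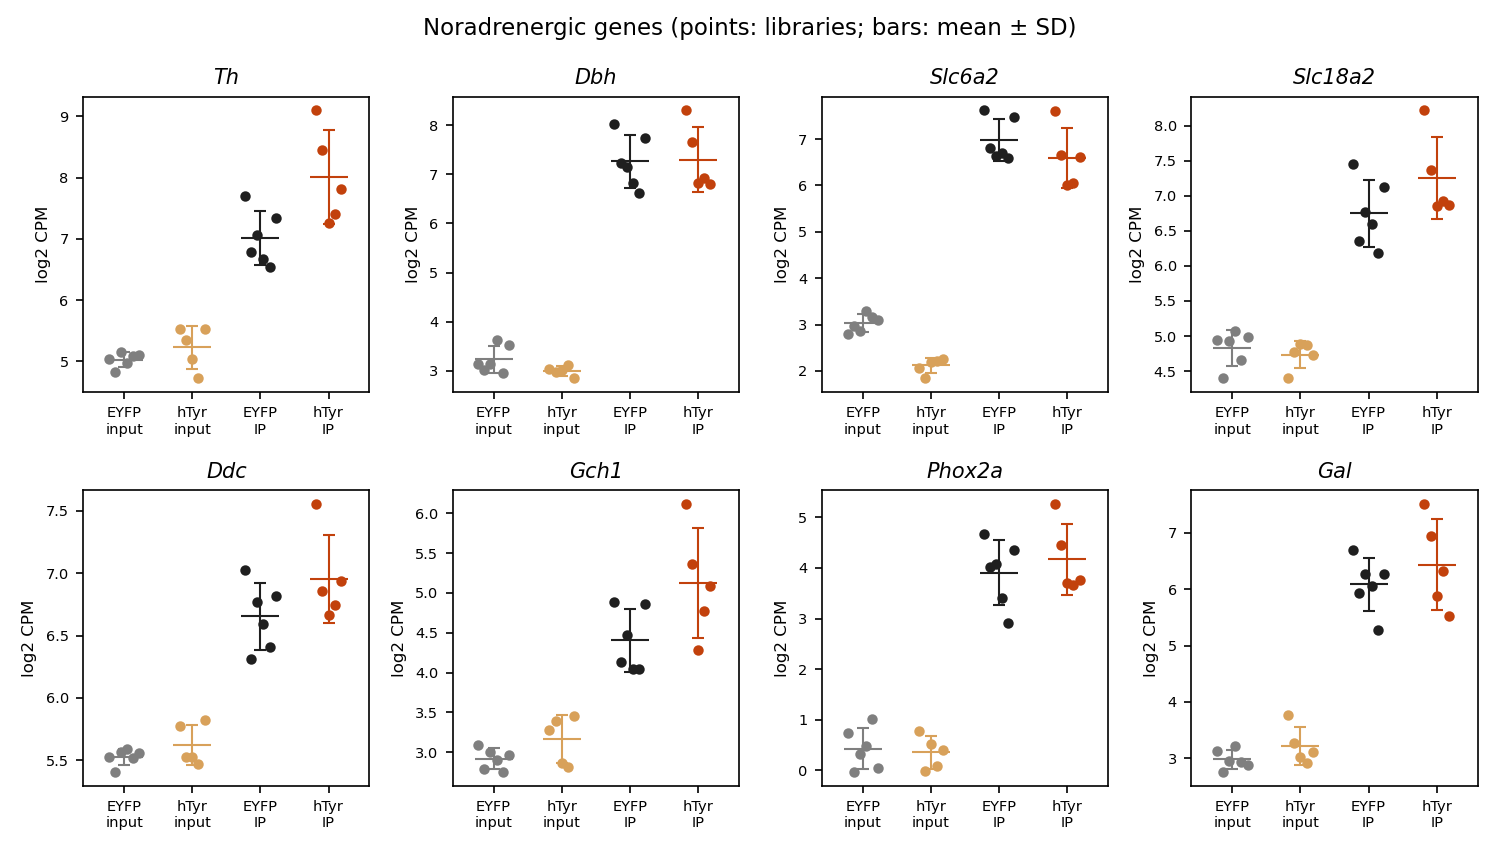
Log2 CPM of the 8 listed noradrenergic genes, with a point per library (n = 5 hTyr, n = 6 EYFP) and bars for the mean and SD of each group. All 8 are higher in IP than in input, and Slc6a2 in input is lower in hTyr (1.84 to 2.27) than in EYFP (2.80 to 3.30).

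Scores over sets of genes addressed the purity of the immunoprecipitation. The noradrenergic score in IP was 5.78 ± 0.44 in hTyr (SD, n = 5) and 5.51 ± 0.30 in EYFP (SD, n = 6), a difference of 0.28 within the spread between animals (exact permutation p = 0.249, adjusted over the 3 score tests = 0.373). The noradrenergic enrichment, the score in IP minus that in input of the same animal, was 1.95 ± 0.42 against 1.64 ± 0.30 (n = 5 and 6), a difference of 0.32 (exact permutation p = 0.182, adjusted 0.373). The glial score in IP was 6.55 ± 0.25 against 6.51 ± 0.19 (n = 5 and 6), a difference of 0.04 (exact permutation p = 0.773, adjusted 0.773). Over single libraries the glial score ran from 6.26 to 6.82 in IP and from 6.27 to 6.71 in input. The immunoprecipitation thus did not lower it, and IP still held RNA of other cells. With the median in place of the mean over genes, the noradrenergic difference in IP came to 0.24.

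hTyr against EYFP in input gives the background of the IP comparison in RNA before the immunoprecipitation. Slc6a2 was the 1 gene past the threshold, with 0 higher and 1 lower. At an unadjusted p under 0.05 there were 382 genes, 125 higher and 257 lower. Slc6a2 stood at 2.12 ± 0.17 log2 CPM in hTyr (SD, n = 5; 67 to 106 reads) and 3.03 ± 0.19 in EYFP (SD, n = 6; 132 to 193 reads), a log2 change of -0.91 (SE 0.13, adjusted p over all genes = 0.0339, over the list = 2.15e-05). With one spread shared over all 22 libraries, 0 genes passed (253 at an unadjusted p under 0.05). Of the other listed noradrenergic genes none passed over the list (lowest adjusted p over the list 0.209). The 7 genes past the threshold in IP had a median log2 change of 0.06 in input, against 1.27 in IP. Cdkn1a, at 0.49, was the 1 of them with an unadjusted p under 0.05 (adjusted p = 0.990).

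The interaction asks whether the hTyr effect differs between IP and input. Sdf2l1 was the 1 gene past the threshold, with an effect larger in IP by 1.58 (SE 0.24, adjusted p = 0.00915). An unadjusted p under 0.05 was reached by 417 genes, less than the share of 0.05 that chance gives on average. With the animal number as a replicate block 5 genes passed. These were Sdf2l1 (adjusted p = 0.000206), Ddit3 (1.17, adjusted p = 0.000784), Hmox1 (1.49, adjusted p = 0.0188), Creld2 (1.12, adjusted p = 0.0188) and Tnfrsf12a (0.97, adjusted p = 0.0483). Creld2 lies outside the naming rule and was chosen after its values were seen. Libraries of the same animal deviated together (mean r of 0.448 within animals). With the replicate block and each library's length and GC trend removed, 7 genes passed.

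Gene sets were compared with camera under the same contrasts. In IP 14 of 29 sets passed, 9 higher and 5 lower in hTyr. Among these 14 the largest shift was that of the unfolded protein and integrated stress response set (28 genes, mean log2 change 0.42, adjusted p = 1.33e-19). It was followed by p53 targets (14 genes, 0.29, adjusted p = 1.45e-06), the noradrenergic set (0.28), axon injury (0.25) and NRF2 targets (0.16). Synaptic vesicle (0.11), lysosome (0.10), vacuolar ATPase (0.07) and proteasome (0.06) were also higher. Respiratory complex I (-0.10), respiratory complexes III and IV (-0.10), ATP synthase (-0.09), ion channel and pump (-0.08) and cytosolic ribosomal protein (-0.07) were lower. With the correlation estimated per set 2 sets passed, the unfolded protein and integrated stress response and p53 targets. By exact permutation of each set's mean 3 passed, the same 2 and NRF2 targets, each at p = 0.00216, the smallest the test can give (adjusted p = 0.0209). As IP minus input of the same animal (replicate block) 10 sets passed, 9 of them among the 14, where libraries of an animal deviated together with a mean r of 0.448.

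In input 12 of 29 sets passed with camera, 10 higher and 2 lower in hTyr. Higher were p53 targets (0.11), oligodendrocyte (0.09), ATP synthase (0.07), respiratory complexes III and IV (0.07), respiratory complex I (0.06), NRF2 targets (0.05), mitochondrial ribosomal protein (0.04), proteasome (0.04), lysosome (0.04) and cytosolic ribosomal protein (0.03). Lower were heat shock (-0.15) and ion channel and pump (-0.07). The correlation estimated per set left 0 sets (3 at an unadjusted p under 0.05), and exact permutation of each set's mean also left 0 (0 at an unadjusted p under 0.05, lowest p = 0.0606). Of the 9 sets past the threshold in both IP and input, 5 moved in the same direction and 4 in opposite directions.

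The hTyr effect followed transcript length and GC content across 12376 genes, which are not independent replicates. Spearman's rho of the log2 change with length was -0.40 in input and -0.05 in IP, and with GC content 0.41 in input and -0.26 in IP. Removal of each library's trend left rho with length at 0.0991 in input and -0.0756 in IP, and with GC content at -0.0101 and -0.00879. After it, 12 of the 14 sets in IP and 3 of the 12 sets in input still passed in the same direction. The 3 in input were p53 targets, oligodendrocyte and heat shock. Between the treatments, the mean of the 1239 shortest genes minus that of the 1239 longest differed by 0.144 in input (exact permutation p = 0.195) and by 0.02 in IP (exact permutation p = 0.805), which is within the spread between animals.

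**Figure D3:**
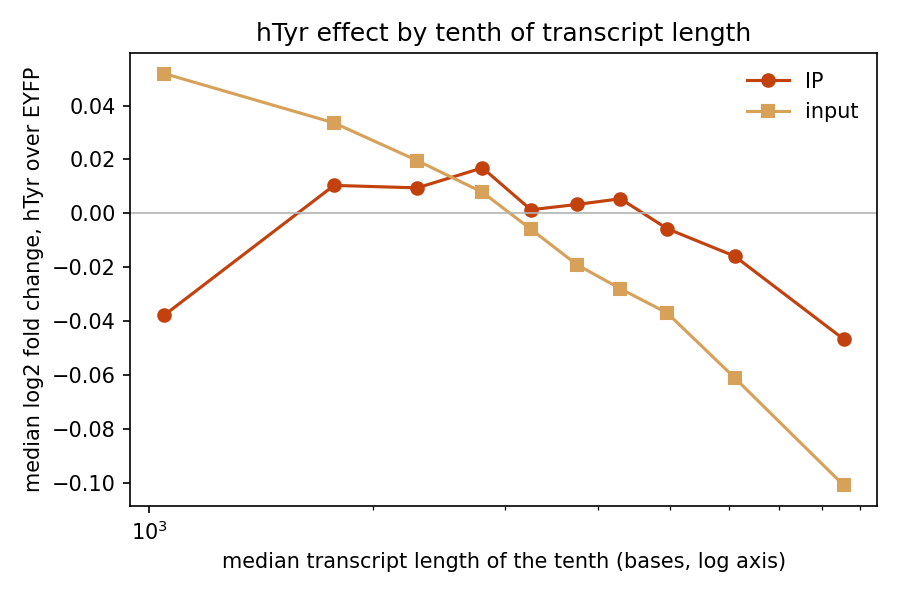
Median log2 change, hTyr over EYFP, in 10 equal groups of genes ordered by transcript length (bases, log axis), with a line each for IP and input. In input the median falls from 0.05 in the group of shortest genes to -0.10 in that of the longest, while in IP it is -0.04 in the shortest and -0.05 in the longest.

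**Figure D4:**
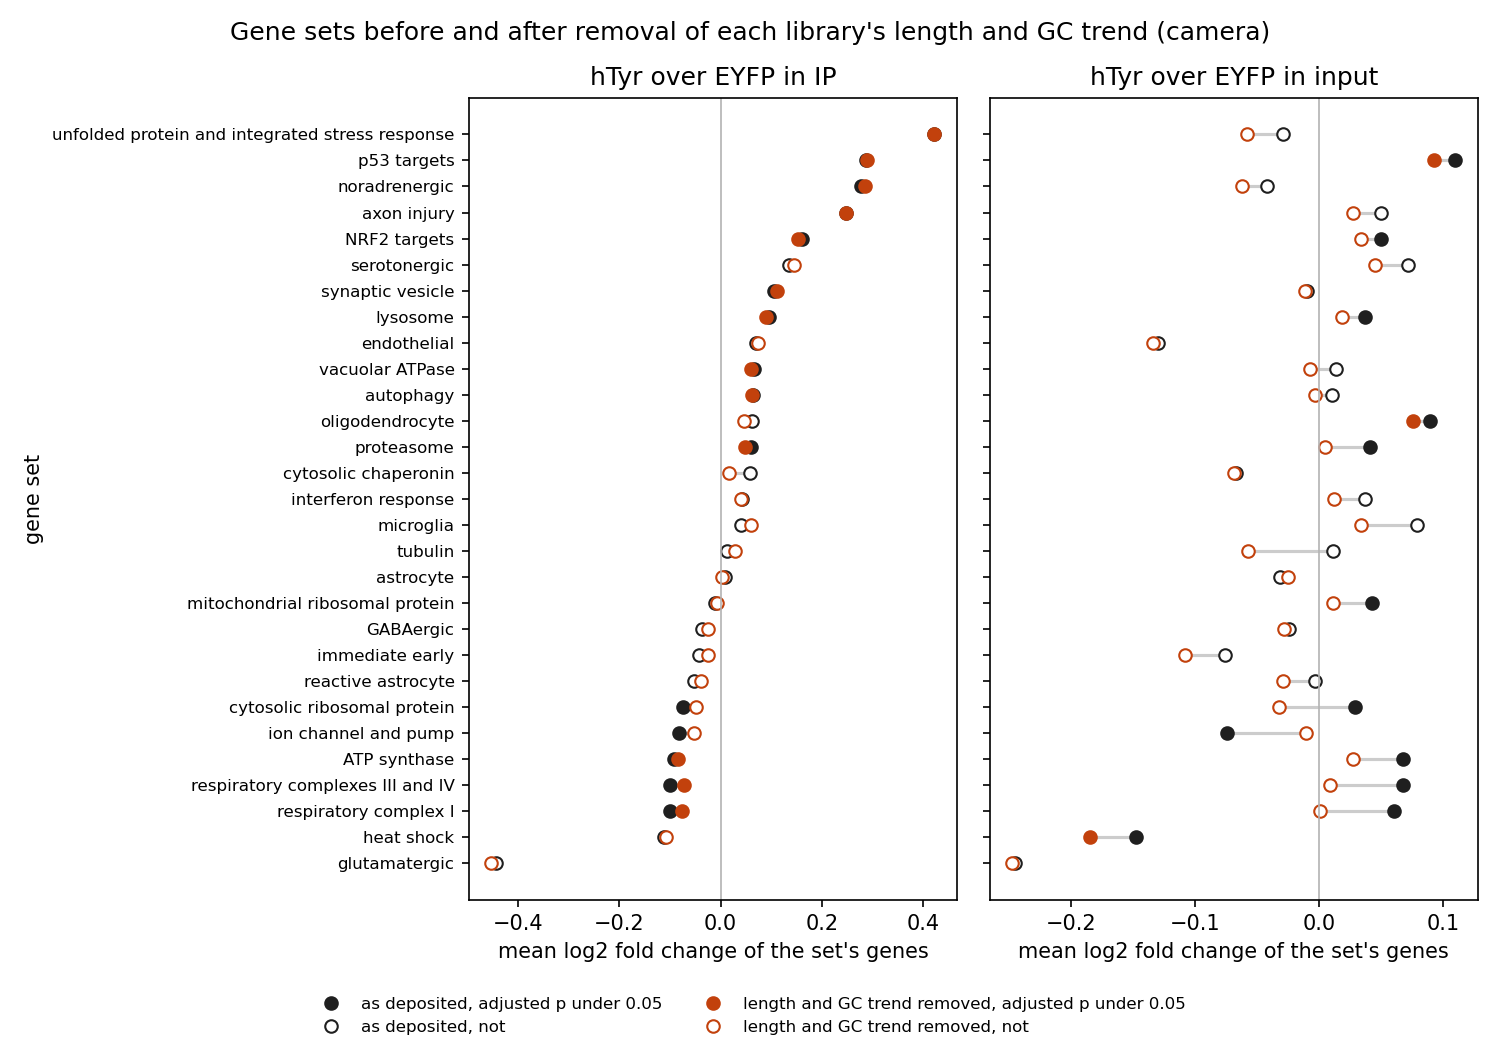
Mean log2 change of each of the 29 gene sets, hTyr over EYFP, before and after removal of each library's length and GC trend, with filled points for an adjusted p under 0.05 by camera. In IP the unfolded protein and integrated stress response set stays at 0.42, while in input 9 of the 12 sets lose the threshold or change direction.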

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

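The tests with the noradrenergic score as a covariate, in input, with thinned reads, of the log2 changes with total reads as a covariate, of the stress set and of the respiratory sets were chosen only after the result was seen. The thinning was added after the covariate for total reads had left 3 of the 7 genes past the threshold.

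Hmox1 in 1 of the 6 EYFP input libraries was far from the others, at 2.65 log2 CPM (127 reads) where the next library stood at 3.02. Its distance to that library is 0.657 of the range of the 6 libraries. Among 72 groups tested for such a distance 1 was found, where chance gives 3.6. That library had 20179760 reads, inside the range of its group (16988860 to 21480570), so low depth does not account for it. No biological explanation was tested.

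For 7 of 15 named genes the hTyr effect in IP differed from that in input by limma's interaction, with the Benjamini-Hochberg adjustment over these 15 genes. The log2 differences were 1.58 for Sdf2l1, 1.49 for Hmox1, 1.27 for Atf3, 1.17 for Ddit3, 0.97 for Tnfrsf12a, 0.78 for Cdkn1a and 0.56 for Dnajb9. The 7 are the genes chosen for their change in IP, which favours a difference, and over all genes Sdf2l1 alone passed (adjusted p = 0.00915). With the animal number as a replicate block 5 genes passed over all genes, namely Sdf2l1, Ddit3, Hmox1, Tnfrsf12a and Creld2. With the length and GC trend removed in the same fit 7 passed, namely those 5, Cdkn1a and Cstb. Creld2 and Cstb lie outside the 15 named genes, and Atf3 and Dnajb9 passed in neither fit. Libraries of an animal deviated together (mean r of 0.448 within animals). For the count over all genes, 3 of 100 splits of the 11 animals gave at least 1 gene, the real split included, and another split gave 10.

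The 7 genes higher in hTyr IP were weighed against technical explanations. Of 100 splits of the 11 IP libraries 3 gave at least 7 genes, the real one included, and another split gave 98. Glial RNA carried through the immunoprecipitation was tested with the glial score as a covariate, and the 7 genes remained past the threshold. A larger share of noradrenergic RNA was tested with that score as a covariate. The genes kept a median of 87.4% of their log2 change, though 3 of the 7 stayed past the adjusted threshold. The Y-linked score, for the sex of the animals, left 7 and removal of the length and GC trend left 6. A difference in the dissected tissue would appear in input, where 1 of the 7 was higher at an unadjusted p under 0.05. Library depth was tested with total reads as a covariate, which left 3 (Hmox1, Sdf2l1 and Cdkn1a). Each of these 3 had an adjusted p of 0.0495, just under the threshold, and all 7 had an unadjusted p under 0.05. The log2 changes kept a median of 97.3% (from 95.4% to 104%), while their SE grew to between 116% and 117% of that without the covariate. The loss of Atf3, Ddit3, Tnfrsf12a and Dnajb9 at the adjusted threshold thus goes mainly with wider errors. Fewer reads in the hTyr IP libraries were tested by thinning the reads of all IP libraries to the lowest depth, and over 10 thinnings between 6 and 7 genes passed. Depth differed between the treatments by -2084176 reads (exact permutation p = 0.147). The removal of the length and GC trend speaks mainly of GC content, since rho with length in IP was -0.05 before it and -0.0756 after it. That hTyr raised these genes in noradrenergic cells remains a hypothesis found on the same data.

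For 10 gene sets the hTyr effect in IP differed from that in input by camera. The mean differences were 0.45 for the unfolded protein and integrated stress response, 0.32 for the noradrenergic set, 0.20 for axon injury, 0.18 for p53 targets and 0.12 for synaptic vesicle. They were -0.17 for respiratory complexes III and IV, -0.16 for respiratory complex I, -0.16 for ATP synthase, -0.10 for cytosolic ribosomal protein and -0.054 for mitochondrial ribosomal protein. With the animal number as a replicate block 10 sets passed, and 8 of these also passed with the length and GC trend removed as well. The cytosolic and mitochondrial ribosomal sets did not, while lysosome (0.07, adjusted p = 0.0372) and immediate early (0.08, adjusted p = 0.0478) passed there in addition (libraries of an animal deviated together, mean r of 0.448). By exact permutation of each set's difference between the animals 0 sets passed the adjusted threshold (4 at an unadjusted p under 0.05, of which NRF2 targets is not among these 10). The smallest p it can give is 0.00216, which becomes 0.0628 over the 29 sets when a single set reaches it, so a single set cannot pass. The unfolded protein and integrated stress response stood at that smallest p, and its adjusted p says nothing against it. The p was 0.0216 for axon injury and 0.0281 for p53 targets. Of the other 7 sets the lowest p was 0.0974.

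Respiratory complex I, respiratory complexes III and IV and ATP synthase were lower in hTyr IP and higher in hTyr input by camera. The length and GC bias was tested in the fit with the replicate block, and 3 of the 3 sets still differed after the trend was removed (mean r of 0.448 within animals). Their differences shrank from -0.16 to -0.08, from -0.17 to -0.08 and from -0.16 to -0.11. In input the rises did not outlast the removal, going from 0.06 to 0.00052, from 0.07 to 0.0084 and from 0.07 to 0.027, and 0 of the 3 passed (adjusted p of 0.559, 0.346 and 0.115). In IP the 3 sets still passed by camera, at -0.08, -0.07 and -0.08. The removal is no clean test of length bias. Across genes, Spearman's rho of the hTyr effect with length stood at -0.05 before and -0.0756 after it in IP, and it went from -0.40 to 0.0991 in input, past 0, so the pattern cannot be told apart from length bias. Exact permutation between the animals before the removal gave p = 0.154, 0.223 and 0.154 for the falls in IP and 0.277, 0.249 and 0.229 for the differences between IP and input, so both are within what regrouping the animals gives, and no biological explanation is offered.

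The unfolded protein and integrated stress response set stood at 6.19 ± 0.15 in hTyr IP (SD, n = 5) and 5.77 ± 0.09 in EYFP IP (SD, n = 6), a difference of 0.42 with exact permutation p = 0.00216, the smallest the test can give. The hTyr animals were higher in 5 of 5 libraries than all 6 EYFP libraries. In input the difference was -0.03 (exact permutation p = 0.504). A few genes carrying the set were tested by leaving out its 4 genes past the threshold. The 24 genes left differed by 0.30 with exact permutation p = 0.00216, 22 of them higher. With total reads as a covariate, for library depth, the treatment difference was 0.43 with exact permutation p = 0.00216. A response to hTyr in noradrenergic cells may raise the set as a whole, which is a hypothesis.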

How the results depend on the processing

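Alternatives without a further remark were fixed before the data were examined. The covariates for total reads, Y-linked genes and the noradrenergic score, voom, thinning, removal of the length and GC trend (alone or with the replicate block), the replicate block for gene sets, and exact permutation of sets were chosen after seeing the data. The causes of the changes below were not tested unless a value is given. The test of the noradrenergic set with its own score as a covariate was not run, since it is 0 by construction.

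Genes changed by hTyr in IP numbered 7. With one spread shared over all 22 libraries there were 14, the 7 among them, and with total reads as a covariate 3. Leaving out 1 animal in turn gave from 3 to 11 genes across the 11 fits. Hmox1, Sdf2l1 and Cdkn1a stayed past the threshold in 11 of 11 fits, Ddit3 and Tnfrsf12a in 4, and Atf3 and Dnajb9 in 2. The log2 changes of the 7 genes kept their direction in all alternatives. As IP minus input of the same animal (replicate block) 5 genes passed, 4 of them among the 7 (mean r of 0.448 within animals).

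Genes changed by hTyr in input numbered 1. An absolute log2 change of at least 1 left 0 genes (382 at an unadjusted p under 0.05 without that minimum), as did the shared spread (253 at an unadjusted p under 0.05), and leaving out 1 animal in turn gave from 0 to 2 genes. Slc6a2 passed in 2 of those 11 fits, with a log2 change from -0.96 to -0.84. The count of genes in input with total reads as a covariate is not among these alternatives.

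IP against input gave 7123 genes in EYFP animals and 6853 in hTyr animals. An absolute log2 change of at least 1 left 447 and 822. Leaving out 1 animal gave from 6091 to 7331 and from 5895 to 6428. Under median centring 3174 were higher and 4228 lower in EYFP animals, and 3018 and 4170 in hTyr animals. With voom 7138 and 6875 genes passed.

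The interaction gave 1 gene. Sample quality weights gave 3, the replicate block 5 and the replicate block with the length and GC trend removed 7 (mean r of 0.448 within animals). Leaving out 1 animal in turn gave from 0 to 5.

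Gene sets in IP numbered 14. The correlation estimated per set left 2, the rotation test fry 2 and exact permutation 3, and leaving out 1 animal gave from 8 to 16. As IP minus input of the same animal (replicate block) 10 sets passed, and 10 with the length and GC trend removed, 8 of them the same. Gene sets in input numbered 12. The correlation estimated per set left 0 (3 at an unadjusted p under 0.05), fry 0 (1), exact permutation 0 (0) and removal of the length and GC trend 3. Leaving out 1 animal gave from 2 to 13.

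The noradrenergic score in IP and the noradrenergic enrichment kept their direction, with an exact permutation p above 0.05, in all alternatives, from 0.11 to 0.38 and from 0.17 to 0.42 when 1 animal was left out. The glial score difference of 0.04 was from -0.030 to 0.11 across the 11 fits that left out 1 animal, so it has no stable direction.

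Dbh in IP (0.04) reversed, to -0.048 with sample quality weights, -0.40 with the noradrenergic score as a covariate, -0.082 with total reads as a covariate, and from -0.21 to 0.19 when 1 animal was left out. With the noradrenergic score as a covariate, which contains the genes themselves, Phox2a in IP was -0.21 and Gal in IP -0.080. In that fit Slc6a2 (-0.77) and Th (0.53) passed over all genes at an adjusted p of 0.0254 each, while over their alternatives the adjusted p ran from 0.0254 to 0.899 and from 0.0254 to 0.888. Phox2a in IP ran from -0.014 to 0.42 when 1 animal was left out. Slc6a2 in IP (-0.39) was 0.53 as IP minus input (replicate block, mean r of 0.448 within animals), which follows from its fall of -0.91 in input. Phox2a in input (-0.07) was 0.23 under quantile normalization and from -0.18 to 0.047 when 1 animal was left out. The cytosolic ribosomal set was from -0.13 to 0.0022 in IP and from -0.010 to 0.064 in input when 1 animal was left out, and -0.032 in input with the length and GC trend removed. The respiratory complex I set in input was from -0.010 to 0.12.

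Among 77 named genes and sets over 835 further tests, 704 kept their direction and side of the threshold, 121 were weaker, 2 stronger and 8 reversed. When 1 animal was left out, 589 of 699 were the same, 100 weaker, 0 stronger and 10 reversed. Depth limits the genes with few reads, such as Phox2a in input with 17 to 42 reads.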

Other observations

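The tests of length and GC bias on gene sets, of Slc6a2 against Dbh and against the other noradrenergic genes, and of tissue markers were chosen only after the result was seen. The tissue test was first the correlation between IP and input, which was seen to be high. For the hypothalamic genes a second list of markers was then written before its values were looked at. Other tissue lists were also run, and their results are left out here and not counted in the adjustment.

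The counts of genes between IP and input were set against other splits that exchange IP and input within animals, so that every split parts as many libraries of the same animal. In EYFP animals 1 of 32 splits, the real one, gave as many genes, and another split gave 3394. In hTyr animals 1 of 16 gave as many, a design that cannot give a share under 0.05.

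The counts of gene sets do not stand apart from other splits. Of 100 splits of the 11 IP libraries 9 gave at least 14 sets by camera, the real one included, with a median of 9 sets over the other splits. Of 100 splits of the input libraries 16 gave at least 12, with a median of 8. Regrouping of animals could therefore give such counts by itself. Exact permutation of each set's mean was added after these splits were seen. It left the unfolded protein and integrated stress response, NRF2 targets and p53 targets in IP, where each set's libraries in hTyr lay above those in EYFP on average by 0.42, 0.16 and 0.29. In input it left 0 sets (0 at an unadjusted p under 0.05). The shift of NRF2 targets in IP was only 0.058 with the filter on mean expression. Genes of low expression that this filter removes thus carry much of it. Whether a few genes carry NRF2 targets or p53 targets was not tested.

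Transcript length and GC bias was a candidate explanation for the gene sets. After removal of each library's trend 12 of the 14 sets in IP passed in the same direction, but 3 of the 12 in input did. Across genes, rho of the hTyr effect with length in IP was -0.05 before and -0.0756 after the removal, so there was little length trend to remove and the count of 12 is no test of length bias. The median log2 change in 10 groups of genes ordered by length ran from -0.047 to 0.017 in IP. A trend of that size is too small for the shifts of the unfolded protein and integrated stress response (0.42), p53 targets (0.29) and noradrenergic (0.28) sets. The same holds for axon injury (0.25) and NRF2 targets (0.16). The rises of synaptic vesicle (0.11), lysosome (0.10), vacuolar ATPase (0.07) and proteasome (0.06) also lay above its highest value of 0.017. That argues against a length trend as their source. By exact permutation these rises were still within the spread between animals (p = 0.206, 0.307, 0.0758 and 0.385). The sets that fell, by -0.10 to -0.07, also lay under the lowest value of the trend, -0.047. The trend was lowest in the groups of shortest and longest genes, however, and most of these sets hold such genes. Respiratory complexes III and IV had a median length of 755 and ion channel and pump one of 8209, while ATP synthase stood at 1697. A length trend is therefore not ruled out for the falls. With GC content rho in IP went from -0.26 to -0.00879. In input rho with length went from -0.40 to 0.0991, which turns the trend over, and with GC content from 0.41 to -0.0101. Most of the input shifts may come from a length and GC trend that differed between libraries, though the removal went past 0 for length. In a simulation with a length trend alone, 8 of 29 sets were called before the correction and 0 after it.

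Slc6a2 was lower in hTyr input, and 4 of 100 splits of the 11 input libraries gave at least 1 gene, the real one included, while another split gave 19. Less noradrenergic tissue in the dissection would lower Dbh as far. Slc6a2 minus Dbh in input was -0.88 ± 0.21 in hTyr (SD, n = 5) and -0.21 ± 0.24 in EYFP (SD, n = 6), with exact permutation p = 0.00216, the smallest the test can give. The unadjusted limma p of Slc6a2 in input was 2.69e-06 in the main fit (adjusted p over all genes = 0.0339). It was 3.76e-06 with the Y-linked score as a covariate and 3.15e-06 after removal of the length and GC trend. Slc6a2 passed over all genes in both of those fits. With total reads as a covariate the unadjusted limma p rose to 1.72e-05. No adjusted p over all genes was obtained for that fit, so Slc6a2 is not shown to pass the threshold once depth is included. In IP, Slc6a2 minus the mean of the other 14 noradrenergic genes was 0.86 ± 0.29 in hTyr (SD, n = 5) and 1.57 ± 0.23 in EYFP (SD, n = 6). That is a difference of -0.71 with exact permutation p = 0.00649, or 0.0325 with Benjamini-Hochberg adjustment over the 15 genes tested the same way. The noradrenergic genes are not enriched alike, so purity of the immunoprecipitation moves that difference too and is not separated by it. Dbh rose about as far as Slc6a2 in EYFP animals (4.02 and 3.94). Slc6a2 minus Dbh in IP was -0.71 ± 0.32 in hTyr (SD, n = 5) and -0.28 ± 0.18 in EYFP (SD, n = 6), a difference of -0.43 with exact permutation p = 0.0281. Slc6a2 may therefore be lowered by hTyr relative to Dbh, which is a hypothesis. Reads of the Slc6a2-driven transgene could not be told apart from those of the gene itself, and this explanation was not tested. Th (0.76, adjusted p = 0.0162 over the same 15 genes) and Gch1 (0.47, adjusted p = 0.0487) stood higher against the rest in hTyr IP by the same exact permutation, which purity can move as well.

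Genes known from neighbouring tissues varied widely between animals. Prl had 9 to 22379 reads in the IP libraries. The mean of the pituitary genes Prl and Cga in IP followed that in input over the 11 animals with r = 0.990 (permutation p = 1e-05, the smallest it can give, 1.5e-05 adjusted over 3 relations) and rho = 0.973 (permutation p = 2e-05, 3e-05 adjusted). It was 0.979 without the 2 outermost animals and 0.995 within the 6 EYFP animals. Where this signal comes from was not tested. The mean of the hypothalamic genes Hcrt and Pmch in IP followed that in input with r = 0.989 (permutation p = 1e-05, 1.5e-05 adjusted) and rho = 0.964 (permutation p = 2e-05, 3e-05 adjusted), 0.984 without the 2 outermost animals and 0.995 within the 6 EYFP animals. For these, neighbouring tissue in the dissection was tested with a second list, Trh and Otp. It followed Hcrt and Pmch in input with r = 0.203 (permutation p = 0.550, 0.550 adjusted) and rho = 0.245 (permutation p = 0.470, 0.470 adjusted). Without the 2 outermost animals r was 0.457, and within the 6 EYFP animals 0.191. Over the input libraries the mean of Trh and Otp ran from 3.05 to 4.07, that of Hcrt and Pmch from -1.27 to 4.26. Trh and Otp thus stayed expressed where Hcrt and Pmch were low, so the test cannot decide whether neighbouring tissue was carried in. The 5 hTyr animals are too few for an r of their own. The markers did not differ between treatments in IP (exact permutation p = 0.357 for the pituitary and 0.751 for the hypothalamic genes).

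Gm39813 and Gm40600 had the largest rises in IP. Gm39813 had 74 to 589 reads in IP and 0 to 8 in input, where 9 of 11 input libraries were at or under 3 reads. Gm40600 had 94 to 658 reads in IP and 0 to 7 in input, with 6 of 11 input libraries at or under 3 reads. Against a floor of 3 reads they were higher by at least 5.22 and 5.08 on the log2 scale.

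The table has 21 genes whose names are numbers between 44622 and 44819, and which genes these are is unknown. The Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y had at least 158 reads each in both libraries of 2 of 5 hTyr animals and 3 of 6 EYFP animals, and at most 5 reads each in the libraries of the other animals.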
